A study of Mus musculus with 6 samples. Its data were reported in "The PTM profiling of CTCF reveals the regulation of 3D chromatin structure by O-GlcNAcylation" (2024).

How the data were processed

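CTCF chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in mouse embryonic stem cells, pluripotent cells grown from the early embryo, in which tagged endogenous CTCF had been degraded and replaced by an introduced wild-type CTCF (WT_CTCF) or by a CTCF in which a threonine was changed to alanine so that it could not carry O-GlcNAc there (MUT_CTCF). The 6 samples were 2 CTCF ChIP libraries and 1 input library per genotype. Groups and replicate numbers were taken from the sample titles. The input libraries were not analysed here. The study worked with picked cell clones, so a difference between genotypes is also a difference between clones in the libraries used here. It describes similar results in further clones, which were not analysed here, and the 2 replicates of a genotype were described as biological replicates.

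The authors trimmed reads with Trim Galore, aligned them with Bowtie2 to the mouse build mm9 and removed multiply aligned and duplicate reads. Drosophila chromatin had been added to each sample as a spike-in, an external reference from which a scale factor per library was derived. The authors called peaks in each library separately with the MACS2 subcommands after multiplying the factors into the coverage tracks. The deposited peak lists give a start, an end, a score and a summit offset per peak. The score is the peak caller's own value as set by the authors, and its definition, the cutoff and the use of the input were not stated. In each list the score was used here to describe the list or to filter it. The summit offset in the authors' lists is a distance in bp from the peak start.

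For the differential comparison the authors joined the peaks, counted reads over them, scaled the counts by the spike-in factors and ran DESeq2 with 2 libraries per group. The authors' deposited table holds, for each joined region, a mean scaled signal over the 4 libraries, a log2 fold change of MUT_CTCF over WT_CTCF with its standard error, a Wald score, a p-value and an adjusted p-value. All 57662 regions of the authors' deposited table were identical to the regions made by merging the 4 lists. Every mean in the authors' deposited table was a whole multiple of 0.25, so 4 whole numbers had been averaged and no further scaling was applied. The summed scaled counts of each group were therefore recovered from the mean and the log2 fold change. They were counted as whole in 57662 of 57662 regions, of which 39 had a MUT_CTCF sum taken as 0. These 39 sums are approximate, since a finite log2 fold change cannot return exactly 0. Values per library, the scale factors and the read depth are unknown here, so no interval for counting error was given, no replicate could be left out of the comparison of counts, and no count model was fitted. An adjusted p was absent for 12234 regions of the authors' deposited table, all with a mean of 37 or less, and these stayed without a call. The number of table columns left unused was 0.

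Regions with an adjusted p below 0.05 are called enhanced when higher in MUT_CTCF and weakened when lower. Lists were compared with bedtools 2.31.1, with an overlap of at least 1 bp. Numbers of peaks, median scores and median widths were compared by an exact two-sided permutation test of 2 libraries against 2, whose smallest p is 0.333. Location was taken from the GENCODE vM1 annotation of the same build; a region was assigned to every feature it touched (promoter, as 3000 bp upstream of a transcription start; 5′ UTR; 3′ UTR; exon), to introns when it touched a gene and no exon, and otherwise to intergenic sequence. The CTCF motif was searched on both strands of the reference as the 13-base string CCASYAGRKGGCR (S is C or G, Y is C or T, R is A or G, K is G or T) with at most 1 mismatch, and control intervals of equal width lay 5000 bp to either side. Shares among enhanced regions were set against all regions that were not enhanced with a two-sided Fisher's exact test over regions, adjusted by the Benjamini-Hochberg method over the 6 feature types; regions are not replicates, so these tests describe the deposited calls. Weakening in promoters was also compared within G+C bins of 1% with the Mantel-Haenszel odds ratio and a two-sided exact conditional test. Repeated sequence was measured as the median number of genomic copies of the 31-mers sampled every 10 bp in a region. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

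Before the data were examined, the comparisons, their tests, the alternatives and the rule for naming regions were fixed; the motif string, the G+C limit and the background of regions with an adjusted p were chosen afterwards. Named regions were, among those with an adjusted p below 0.05 and called in both replicates of the group with the higher binding, the 3 with the smallest adjusted p and the 2 with the largest log2 fold change in each direction. Alternatives were stricter scores, other overlap rules, other thresholds, centring of the log2 fold changes on their median over all regions or over the 10% of regions with the highest mean, backgrounds matched on mean count (20 bins) and width (5 bins), and leaving out each replicate of the peak lists. Centred values were divided by the standard errors of the authors' deposited table, and the p-values of this Wald score were adjusted by the Benjamini-Hochberg method. The centred step was tested on simulated data for the MUT_CTCF against WT_CTCF comparison over 57662 regions, where it recovered 100% of 200 changed regions, and 4.76% of its calls were false. The simulated changes were large and were set only in regions with small standard errors. The noise was drawn from the same standard errors, with a single shift for all regions. This checks the computation and does not show how reliable the calls on the real, mostly smaller, changes are. Coordinates are 1-based on mm9.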

Results

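To examine how loss of O-GlcNAc at a threonine of CTCF changes its binding, peak lists of 4 CTCF ChIP-seq libraries were compared, 2 from WT_CTCF and 2 from MUT_CTCF mouse embryonic stem cells. CTCF is a zinc finger protein that binds DNA and organises chromatin loops, and O-GlcNAc is a sugar added to serine or threonine residues. Peaks had been called per library on spike-in scaled tracks. The read depth of the libraries is unknown here, and the scores are the authors' own.

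Fewer peaks were called in MUT_CTCF than in WT_CTCF. The lists held 49987 and 54001 peaks in the WT_CTCF libraries and 33939 and 32712 in the MUT_CTCF libraries. The mean number was 51994 ± 2838 (SD, n = 2) in WT_CTCF and 33325.5 ± 868 (SD, n = 2) in MUT_CTCF, a ratio of 0.641. The difference was larger than the spread between replicates, but 2 libraries against 2 cannot reach significance (exact two-sided permutation test, p = 0.333, the smallest the design allows). The difference in the mean number was -18668.5 peaks, and it was -11241 peaks when only peaks with scores at or above the pooled median were kept. Peaks covered 23.3 ± 1.72 Mb (SD, n = 2) in WT_CTCF and 12.8 ± 0.515 Mb (SD, n = 2) in MUT_CTCF.

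Peaks of MUT_CTCF were also narrower and had lower scores. The library medians of the score averaged 270 ± 15.6 (SD, n = 2) in WT_CTCF and 230.5 ± 6.36 (SD, n = 2) in MUT_CTCF, and those of the width averaged 432.5 ± 6.36 bp (SD, n = 2) and 377 ± 5.66 bp (SD, n = 2). Each gave p = 0.333 in the exact two-sided permutation test. Among peaks that overlapped a peak in all other libraries, the median score was 594.5 ± 36.1 (SD, n = 2) in WT_CTCF and 256.5 ± 9.19 (SD, n = 2) in MUT_CTCF.

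**Figure D1:**
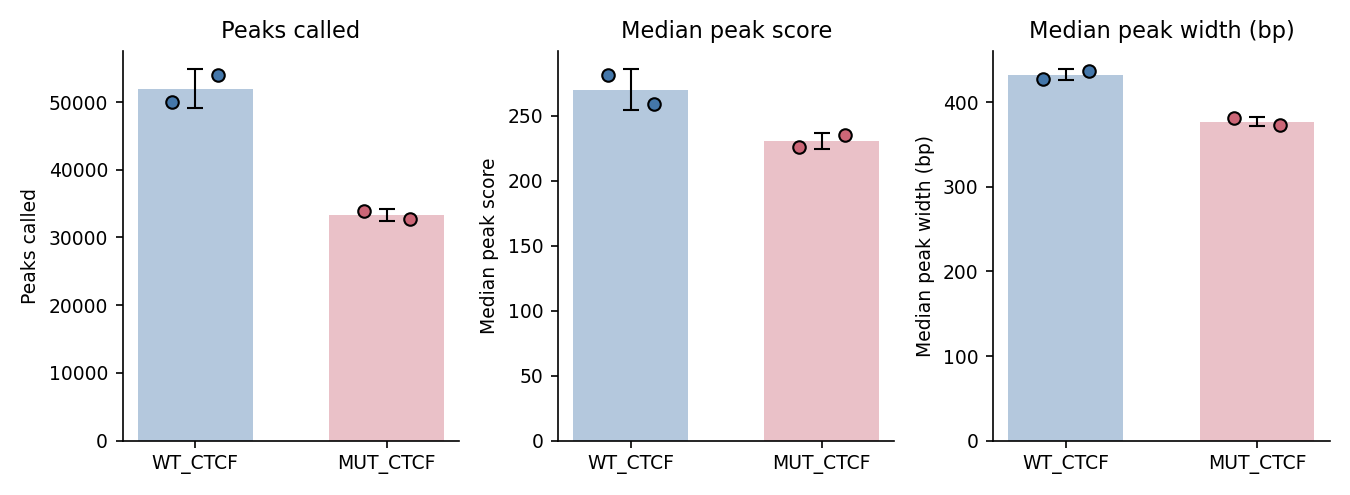
Number of peaks, median peak score and median peak width (bp) in WT_CTCF and MUT_CTCF; points are the 2 libraries of a group, bars their mean and error bars 1 SD. Both MUT_CTCF libraries lie below both WT_CTCF libraries in each panel, for example with 33939 and 32712 peaks against 49987 and 54001.

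Replicates shared most of their peaks. Of all peaks in the 2 lists of a group, 89.1% overlapped a peak of the other replicate in WT_CTCF and 92.1% in MUT_CTCF, against 74.8% to 79.7% for the 4 pairs that joined a WT_CTCF with a MUT_CTCF library. The sharing between groups was uneven: 98.9% to 99.6% of the peaks of a MUT_CTCF library overlapped a peak of a WT_CTCF library, whereas 59.8% to 66.7% of the peaks of a WT_CTCF library overlapped a peak of a MUT_CTCF library.

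The union of the lists had 57662 regions, of which 30317 were called in all 4 libraries. A further 11266 regions were called in both WT_CTCF libraries and in neither MUT_CTCF library, and 19 in both MUT_CTCF libraries and in neither WT_CTCF library. Splits of the same libraries that did not follow genotype gave smaller numbers than the WT_CTCF class: 93 regions were called only in both replicate 1 libraries, 103 only in both replicate 2 libraries, and 43 and 178 in the crossed pairs. The 19 regions called in MUT_CTCF alone were no more than these splits gave. Each of these splits includes a longer WT_CTCF list, so their numbers do not tell whether the 19 regions follow genotype. When a call in at least 1 replicate sufficed, 22087 regions were called in WT_CTCF alone and 182 in MUT_CTCF alone.

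The comparison of counts ran the other way. In the authors' deposited table, 15729 regions had an adjusted p below 0.05, of which 15433 were enhanced in MUT_CTCF and 296 weakened, so that 98.1% of the changed regions were higher. The median log2 fold change in the authors' deposited table was 0.33 (25th to 75th percentile, 0.05 to 0.55), and 77.4% of regions were above 0. Among enhanced regions of the authors' deposited table the median log2 fold change was 0.61, and 45.0% of them changed by less than 1.5-fold. Summed over the regions of the authors' deposited table, the ratio of scaled counts in MUT_CTCF to WT_CTCF was 1.28.

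This split depended on the scale. When log2 fold changes were centred on their median, a shift of 0.33, 727 regions were enhanced and 596 weakened, so that the enhanced share was 55.0%. Centring on the median places as many regions above as below 0 by construction, which draws this share towards an even split. All 727 had also been enhanced in the authors' deposited table. Centring on the median of the 10% of regions with the highest mean gave 376 enhanced and 782 weakened regions, an enhanced share of 32.5%. By mean count, the median log2 fold change in the authors' deposited table was -0.35 in the lowest decile, 0.44 in the eighth and 0.39 in the highest.

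**Figure D2:**
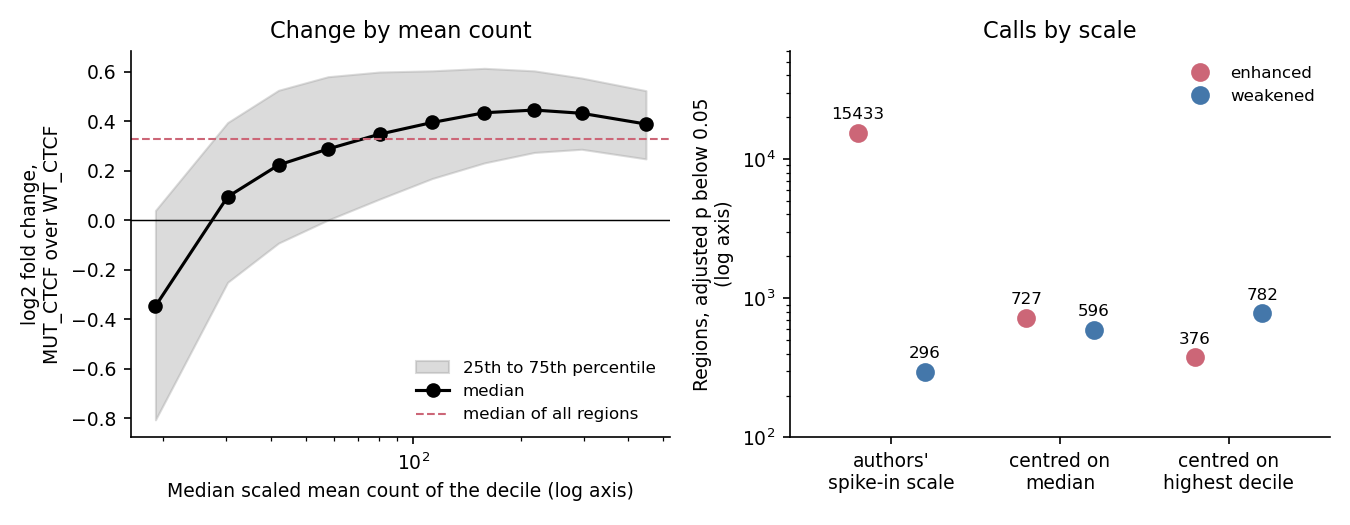
Left, log2 fold change of MUT_CTCF over WT_CTCF by decile of mean scaled count (log axis), with the median as points, the 25th to 75th percentile as a band and the median of all regions, 0.33, as a dashed line. Right, the number of enhanced and weakened regions (log axis) was 15433 and 296 on the authors' spike-in scale, 727 and 596 after centring on the median, and 376 and 782 after centring on the highest decile.

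Joining the calls to the counts, regions called in all 4 libraries had a median log2 fold change of 0.44 in the authors' deposited table, and 14453 of them were enhanced. Regions called in both WT_CTCF libraries and neither MUT_CTCF library had a median of 0.020 in the authors' deposited table, with 171 enhanced and 222 weakened. The 19 regions called only in both MUT_CTCF libraries had a median of 1.58 in the authors' deposited table, and 17 of them were enhanced.

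The enhanced regions with the smallest adjusted p in the authors' deposited table lay on chromosomes 2, 5 and 8. The first (chromosome 2, 98502395 to 98502951) overlapped an exon of Gm10801 (ENSMUSG00000075015.2) and had a log2 fold change of 1.29 ± 0.07 (SE, DESeq2 adjusted p = 6.84e-64) in the authors' deposited table. It had no motif match within 1 mismatch. Its sequence has a median of 2 copies in the reference, and copies missing from the reference are not counted, so reads from repeats were not excluded. An intergenic region 13123 bp from Rbm19 (chromosome 5, 120552571 to 120553395) had a log2 fold change of 0.76 ± 0.05 (SE, DESeq2 adjusted p = 3.19e-47) in the authors' deposited table. It held the motif without mismatch, CCACCAGGGGGCG, at 120552940 to 120552952 on the minus strand. The third (chromosome 8, 23302845 to 23303579) overlapped the promoter, the 5′ UTR and an exon of Vps36 (ENSMUSG00000031479.8), with a log2 fold change of 0.80 ± 0.06 (SE, DESeq2 adjusted p = 1.27e-43) in the authors' deposited table, and the motif CCGCCAGGGGGCG, with 1 mismatch, lay at 23303227 to 23303239 on the plus strand. All 3 stayed enhanced after centring on the median, with centred log2 fold changes of 0.96, 0.43 and 0.47.

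The largest rises were in regions of low count. An intergenic region 22447 bp from Gm14454 (chromosome 2, 173126377 to 173126558) had summed scaled counts of 17 in WT_CTCF and 156 in MUT_CTCF and a log2 fold change of 3.20 ± 0.50 (SE, DESeq2 adjusted p = 2.78e-08) in the authors' deposited table. A region in an intron of 2610005L07Rik (chromosome 8, 19953235 to 19953562), where other transcripts overlap and the sequence has a median of 7 genomic copies, had sums of 55 and 216 and a log2 fold change of 1.97 ± 0.34 (SE, DESeq2 adjusted p = 7.62e-07) in the authors' deposited table. Both stayed enhanced after centring, were called only in the MUT_CTCF libraries and had no motif match within 1 mismatch.

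The weakened regions with the smallest adjusted p included both regions on the mitochondrial genome. In the authors' deposited table, bases 3 to 6749 had a log2 fold change of -0.41 ± 0.02 (SE, DESeq2 adjusted p = 4.19e-153) and bases 10667 to 16296 one of -0.46 ± 0.02 (SE, DESeq2 adjusted p = 4.70e-142). A region at the promoter and 5′ UTR of Carm1 (ENSMUSG00000032185.8, chromosome 9, 21350955 to 21351582), with a G+C content of 78.5%, followed with a log2 fold change of -1.93 ± 0.13 (SE, DESeq2 adjusted p = 1.55e-44) in the authors' deposited table. It held the motif CCAGGAGGGGGCG, with 1 mismatch, at 21351239 to 21351251 on the plus strand, and the other weakened regions named here had no match within 1 mismatch. The largest falls were in an intergenic region 22275 bp from Ly6c2 (chromosome 15, 74915939 to 74916314), with summed scaled counts of 156 in WT_CTCF and 0 in MUT_CTCF, at least 52-fold lower when a floor of 3 counts is set, and in a region at the promoter and 5′ UTR of Jak2 (ENSMUSG00000024789.6, chromosome 19, 29326080 to 29326450, G+C content 81.4%), with sums of 207 and 18. A MUT_CTCF sum of 0 was taken in 39 regions and a WT_CTCF sum of 0 in none. Whether such a region was missing from the DNA of the cells was not tested, since the input libraries were not analysed. The log2 fold change at Jak2 in the authors' deposited table was -3.52 ± 0.47 (SE, DESeq2 adjusted p = 1.98e-11).

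Genes that the study had singled out were also examined, chosen for that reason. In the authors' deposited table, a region upstream of Sumo3 (chromosome 10, 77066571 to 77067312) had a log2 fold change of 0.68 ± 0.16 (SE, DESeq2 adjusted p = 0.000290) and one in an intron of the gene (77089962 to 77090742) 0.58 ± 0.14 (SE, DESeq2 adjusted p = 0.000699), while a nearer upstream region (77068030 to 77068744) had 0.10 ± 0.22 (SE, DESeq2 adjusted p = 0.736). The intron region also lies within the gene Ube2g2, so it is not specific to Sumo3. Relative to the median of all regions, the first pair changed by 0.35 and 0.25 (adjusted p from the Wald score with DESeq2 standard errors, 0.231 and 0.395). The shift is the same for every region and so is not specific to this locus. Between Hoxd9 and Hoxd8, a region (chromosome 2, 74540127 to 74540760) had a log2 fold change of 0.22 ± 0.14 (SE, DESeq2 adjusted p = 0.216) in the authors' deposited table and of -0.11 after centring, so no change was called there. The study gave these genes as examples at strengthened enhancer-promoter contacts that carry enhanced CTCF peaks. The ends of those contacts were not examined here, so this region does not test that claim.

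Enhanced regions, as called on the spike-in scale, were next compared with all other regions by location. Promoters were touched by 15.2% of enhanced and 15.9% of other regions (odds ratio 0.952, Fisher's exact test, adjusted p = 0.0751), and intergenic regions made up 47.0% and 47.9% (odds ratio 0.965, Fisher's exact test, adjusted p = 0.0751). Exons were touched by 17.0% of enhanced and 12.3% of other regions (odds ratio 1.46, Fisher's exact test, adjusted p = 2.93e-45), and introns by 36.0% and 39.8% (odds ratio 0.851, Fisher's exact test, adjusted p = 2.41e-16). Both directions reversed when the background was matched on mean count, which kept 12095 of the 15433 enhanced regions, with odds ratios of 0.828 for exons and 1.23 for introns. The 3′ UTR share was 4.45% against 2.69% (odds ratio 1.68, Fisher's exact test, adjusted p = 2.28e-24), which was not past the threshold under matching (odds ratio 1.06), and the 5′ UTR share was 3.27% against 3.37% (odds ratio 0.969, Fisher's exact test, adjusted p = 0.565). Enhanced regions were wider than others, with a median of 606 against 384 bp in the authors' deposited table, and location was not matched on width. Enhanced regions lay in the promoters of 2414 genes, 1859 of them protein coding. Of the 296 weakened regions, 56.1% touched a promoter, against 15.5% of all others (odds ratio 6.97, Fisher's exact test, adjusted p = 6.23e-57).

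The motif was found in 60.6% of all regions and in 4.45% of control intervals. Among enhanced regions 69.1% had it, against 57.5% of other regions (odds ratio 1.65, Fisher's exact test, p = 2.42e-143). Against regions with an adjusted p, a background chosen after the data were seen, the odds ratio was 1.31. With a background matched on mean count and width, which kept 11714 of the 15433 enhanced regions, the shares were 66.9% and 68.3%, and the direction reversed (odds ratio 0.940, Fisher's exact test, p = 0.0284). Of the weakened regions 31.1% had a motif, against 60.7% of all others (odds ratio 0.292, Fisher's exact test, p = 9.88e-25).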

Values the study reported

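The study worked with 2 biological replicates for ChIP-seq. Among enhancer-promoter contacts tied to CTCF, it counted 201 that became stronger in MUT_CTCF and 316 that became weaker. It reported that 65.52% of the stronger contacts carried enhanced CTCF peaks, and that 63.64% of the genes at such contacts were expressed at a higher level. It identified 11,207 loops in WT_CTCF and 11,140 in MUT_CTCF.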

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

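The backgrounds restricted to regions with an adjusted p were the tests chosen after the results were seen in this part. Of 91 alternatives over 21 results, 56 kept the direction and, where these were judged, the size or side of the threshold, and 3 reversed. For the peak lists, the lower number, score and width in MUT_CTCF kept their direction under every alternative run, and p stayed at 0.333 in the exact permutation test where 2 libraries per group were left. Removing a library could not reverse them, because both MUT_CTCF libraries lie below both WT_CTCF libraries. The other settings were judged here on direction alone. The score difference of -39.5 became -338 among peaks that overlapped a peak in all 4 lists. The share of peaks common to replicates ranged from 86.2% to 94.0% in WT_CTCF and from 90.8% to 92.1% in MUT_CTCF.

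With the replicate number as a replicate block, the mean difference in peaks was -18668.5 and p was 0.5 in the exact sign-flip test, the smallest p that 2 pairs allow. The replicate 1 to replicate 2 ratio of scores in WT_CTCF did not go with that in MUT_CTCF across regions (r = -0.003), so the numbers were not taken to pair the libraries.

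Counts of regions by calling library moved more. Regions called in WT_CTCF alone numbered 11266 as reported, 8418 with scores at or above the median and 15371 with a reciprocal overlap of 50%. They numbered 22087 when 1 replicate sufficed, and 13040 to 18640 across the 4 comparisons that each left out 1 replicate. The highest of those 4 came without WT_CTCF replicate 1. Regions called in MUT_CTCF alone numbered 19 as reported, 4 with scores at or above the median, 182 when 1 replicate sufficed and 40 to 127 across the comparisons without one replicate, where the highest came without MUT_CTCF replicate 2. With scores at or above the median, 14344 regions were called in all 4 libraries. Fewer or looser requirements enlarge such counts by construction.

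Enhanced regions numbered 9065 and weakened ones 145 at an adjusted p below 0.01. With limits on the fold, 8484 regions were enhanced by at least 1.5-fold, and 1035 were enhanced and 122 weakened by at least 2-fold. Without the filter on low means 453 regions were weakened. Centring on the median, which by itself evens out the directions, gave 727 enhanced and 596 weakened regions, and centring on the highest decile 376 and 782. Merging overlapping regions changed nothing because 0 regions overlap, and fits that need counts per library were not run. The median log2 fold change of 0.33 became 0.40 at a mean count of at least 50 and 0.37 as a mean weighted by the inverse squared standard error. For regions called in WT_CTCF alone the median of 0.020 became 0.10 with a reciprocal overlap of 50% and 0.076 at a mean count of at least 50. For regions called in all 4 libraries the median of 0.44 became 0.47 with the reciprocal overlap and 0.43 when 1 replicate per group sufficed. The cause was not tested.

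Matching the background on mean count changed the location results most. Odds ratios became 0.684 for promoters, 0.416 for 5′ UTRs and 0.924 for intergenic regions, all now past the threshold, 1.06 for 3′ UTRs, no longer past it, and 0.828 for exons and 1.23 for introns, both reversed. With regions that have an adjusted p as background, promoters (0.904) and 5′ UTRs (0.792) passed the threshold, as did promoters taken as 1000 bp on either side of the start (0.911). The motif odds ratio of 1.65 reversed to 0.940 when mean count and width were matched, and was 2.84 for motifs without mismatch. The matched comparisons held 12095 of the 15433 enhanced regions for location and 11714 for the motif, so they do not speak for the rest. The cause was not tested. The unknown read depth limits every count of called regions.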

Other observations

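The tests in this part were chosen after the results were seen, although centring itself had been planned, and the criterion for one of them was replaced, as stated with it. MUT_CTCF had fewer, narrower and lower-scored peaks, yet higher scaled counts at most regions of the authors' deposited table. Among regions called in the other replicate of the same group, 50% were called from summed scaled counts of 62.5 and 57.5 in the WT_CTCF libraries and of 162.5 and 167.5 in the MUT_CTCF libraries, a ratio of 2.75. Among regions called in a library of the other group the ratio was 2.77. These ratios restate in counts that fewer regions were called at higher scaled counts, a result that the smaller lists already fixed, so they explain nothing and the reason stays open. Fewer reads in MUT_CTCF scaled up for the counts, a higher background, or scale factors that entered the peak calls and the counts in different ways may each have this effect, and they cannot be told apart, because values per library are unknown here. The median log2 fold change of 0.020 in regions called in WT_CTCF alone fits all of them.

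The rise of the scaled counts at most regions rests on the spike-in scale. Among single shifts in steps of 0.01, a shift of 0.38 left the fewest calls, with 413 regions enhanced and 753 weakened. One factor for all regions is therefore argued against as the whole cause, as far as the standard errors of the authors' deposited table hold. This criterion replaced an earlier one after its result was seen. The earlier one took fewer than 5% of enhanced regions still called after centring on the median as a sign of a single factor, and 4.71% were, so it would have given the opposite reading. Which regions stay called depends on the shift. For the 15020 enhanced regions not called at 0.38, these counts cannot tell an error in one factor from an even rise in binding. Both move all regions alike, and the spike-in reads were not analysed here. The study has other evidence for a rise, which was not analysed here. Its immunoblots showed more chromatin-bound and less unbound CTCF in MUT_CTCF, and it reported more accessible chromatin at enhanced peaks. Gains or losses of DNA smaller than a chromosome were not tested. Extra or missing whole copies of chromosomes 1 to 19 and X are argued against: in regions called in all 4 libraries the chromosome medians ran from 0.40 to 0.48, the farthest from their common median was chromosome 12 by 0.042, and 3 copies over 2 would give 0.58. Chromosome Y was not covered by this, with 3 regions called in all 4 libraries. Its 16 regions had a median log2 fold change of 1.42 in the authors' deposited table, 13 were enhanced and 11 of the 16 after centring on the median, and 15 of the 16 were in repeated sequence (median 69.25 genomic copies). No explanation was tested for them, and 3 of the 19 regions called only in both MUT_CTCF libraries were among them. The difference between genotypes, and between the clones that carry them, stays among the open explanations. The study describes similar results in further clones, which were not analysed here. Both mitochondrial regions fell, while 77.4% of all regions had a log2 fold change above 0 in the authors' deposited table. The mitochondrial regions held 1.68% of the scaled counts in WT_CTCF and 0.970% in MUT_CTCF there, and no explanation was tested for this.

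Weakened regions were rich in G+C. Their median G+C content was 54.5%, against 46.6% in enhanced regions, and 29.4% of them reached 65%, against 0.824% of all regions. The median log2 fold change was 0.36 at a G+C content of 55% to 60%, 0.13 at 65% to 70%, -0.15 at 70% to 75% and -0.41 at 75% to 80%. Promoters, here taken as 3000 bp upstream or 1000 bp on either side of a start, went with weakening as well. Below 65% G+C, 1.02% of promoter regions and 0.227% of other regions were weakened (odds ratio 4.51, Fisher's exact test, p = 4.03e-25), although their median log2 fold changes were 0.29 and 0.34. At 65% or more, 20.6% and 6.58% were weakened (odds ratio 3.67, Fisher's exact test, p = 0.00318), with medians of -0.06 and 0.16. Within promoters and outside them the share was thus larger at 65% or more. Since G+C content varies within these classes, promoter regions were also compared with others within G+C bins of 1%, where they were still weakened more often (Mantel-Haenszel odds ratio 3.51, exact conditional test, p = 1.41e-16). Neither location nor the G+C content of the region alone thus covers the pattern, while other properties of promoters were not matched. A loss of G+C-rich fragments in the MUT_CTCF libraries may contribute, as may a loss of CTCF or of non-specific signal at promoters. Of the weakened regions, 209 lay below 65%.

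Of the 1035 regions enhanced by at least 2-fold, 48.0% had a motif, against 70.6% of other enhanced regions. Reads shared between repeated sequences may explain few of them, since 6.96% had sequence with more than 1 genomic copy, and the share with a motif was 48.9% without these. Low mean count alone does not account for all of the difference, because regions matched on mean count had a motif in 57.0% (odds ratio 0.697, Fisher's exact test, p = 5.08e-05). How much it accounts for was not isolated, since these regions are another background than the other enhanced regions and width was not matched. Noise in small counts that favours large fold changes was not excluded.

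At the Ctcf gene itself (ENSMUSG00000005698.9; chromosome 8, 108160468 to 108206822) a region called only in both MUT_CTCF libraries (108187828 to 108188306) lay wholly inside a coding exon of 790 bp and had no motif within 1 mismatch. It was picked out after its values were seen. Its log2 fold change in the authors' deposited table was 1.36 ± 0.29 (SE, DESeq2 adjusted p = 8.66e-05). The choice of a region called only in MUT_CTCF favours a high value, and 11 of the 19 regions in that class had a larger one. Its rise therefore does not stand out within that class. Of 5991 regions of like mean count (within 0.25 on the log2 scale), 99.7% had a lower log2 fold change. Those regions were not chosen by the libraries that called them, so that comparison does not remove the effect of the choice. Reads from the introduced Ctcf coding sequence, which both genotypes carry and of which MUT_CTCF cells may hold more copies, are a candidate explanation that cannot be told apart from binding at the exon. Regions that such a sequence would lack rose as well in the authors' deposited table, one in an intron (108184942 to 108185363) by 0.89 ± 0.23 (SE, DESeq2 adjusted p = 0.00112) and one past the end of the gene (108209615 to 108209960) by 0.71 ± 0.18 (SE, DESeq2 adjusted p = 0.000908). After centring neither was called (adjusted p = 0.178 and 0.260 from the Wald score with DESeq2 standard errors). The exon region stayed called, with a centred log2 fold change of 1.03 (adjusted p = 0.0239 from the same score). Because the exon region was picked for its values, this contrast does not decide between the explanations. The region at the Ctcf promoter (108160479 to 108160876), with a G+C content of 77.4%, fell by 2.16 on the log2 scale in the authors' deposited table.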
